# Nitric Oxide-Mediated Antioxidative Mechanism in Yeast through the Activation of the Transcription Factor Mac1

**DOI:** 10.1371/journal.pone.0113788

**Published:** 2014-11-25

**Authors:** Ryo Nasuno, Miho Aitoku, Yuki Manago, Akira Nishimura, Yu Sasano, Hiroshi Takagi

## Abstract

The budding yeast *Saccharomyces cerevisiae* possesses various defense mechanisms against environmental stresses that generate reactive oxygen species, leading to growth inhibition or cell death. Our recent study showed a novel antioxidative mechanism mediated by nitric oxide (NO) in yeast cells, but the mechanism underlying the oxidative stress tolerance remained unclear. We report here one of the downstream pathways of NO involved in stress-tolerance mechanism in yeast. Our microarray and real-time quantitative PCR analyses revealed that exogenous NO treatment induced the expression of genes responsible for copper metabolism under the control of the transcription factor Mac1, including the *CTR1* gene encoding high-affinity copper transporter. Our ChIP analysis also demonstrated that exogenous NO enhances the binding of Mac1 to the promoter region of target genes. Interestingly, we found that NO produced under high-temperature stress conditions increased the transcription level of the *CTR1* gene. Furthermore, NO produced during exposure to high temperature also increased intracellular copper content, the activity of Cu,Zn-superoxide dismutase Sod1, and cell viability after exposure to high-temperature in a manner dependent on Mac1. NO did not affect the expression of the *MAC1* gene, indicating that NO activates Mac1 through its post-translational modification. Based on the results shown here, we propose a novel NO-mediated antioxidative mechanism that Mac1 activated by NO induces the *CTR1* gene, leading to an increase in cellular copper level, and then Cu(I) activates Sod1. This is the first report to unveil the mechanism of NO-dependent antioxidative system in yeast.

## Introduction

The budding yeast *Saccharomyces cerevisiae* is an important microorganism not only as a model of higher eukaryotes but also in the fermentation industry. *S. cerevisiae* cells possess numerous defense mechanisms against various stresses [1]. During fermentation processes, environmental stresses, such as high temperature, high concentrations of ethanol, high osmotic pressure, desiccation, and freezing, induce the generation of reactive oxygen species (ROS) in the cell. The generated ROS causes severe damage to the intracellular molecules, including nucleic acids, proteins, and lipids, leading to cell death [2]–[7].

We recently revealed a novel antioxidative mechanism mediated by nitric oxide (NO) in yeast, which lacks the mammalian NO synthase (NOS) orthologue in the genome [8]. Our results indicated that NO produced in response to high-temperature stress that induces intracellular ROS generation conferred stress tolerance to yeast cells. Interestingly, we found that the yeast essential protein Tah18, which is a putative oxidoreductase, is involved in NO production under high-temperature stress conditions in an arginine-dependent manner. However, the mechanism underlying the oxidative stress tolerance by NO remained unclear.

NO is a diffusible free radical and a ubiquitous signaling molecule involved in the regulation of many cellular functions in animals, plants and microorganisms [9]–[12]. In mammalian cells, NO activates soluble guanylate cyclase (sGC) and increases cGMP level. The produced cGMP acts as a second messenger regulating numerous cellular events, including vascular function and neurotransmission [13]. In addition, NO directly participates in the post-translational activation of proteins via *S*-nitrosylation [14]–[16]. It has been reported that *S*-nitrosylation plays important roles in regulating apoptosis [17] and cardiac muscle function [14]. In *Escherichia coli*, *S*-nitrosylation of the transcription factor OxyR, which regulates many antioxidative genes, activates its ability for transcriptional activation [18]. Furthermore, NO is required to protect plant cells against iron-mediated oxidative stress [19]. In yeast, NO may be involved in various stress-response systems, including H_2_O_2_-induced apoptosis [20] and copper metabolism [21].

In *S. cerevisiae*, copper uptake is mediated by many steps: first, the cupric reductases encoded by the *FRE1*, *FRE2*, and *FRE7* genes reduce Cu(II) to Cu(I) at the surface of cell, and then Cu(I) is transported by the plasma membrane high affinity transporters (Ctr1, Ctr3) [22]–[26]. The imported Cu(I) is chelated by chaperones and transported to various cellular compartments [26]. Under copper starvation conditions, the genes for copper utilization are highly induced for the uptake of Cu(I) [27]. Such upregulation is dependent on the transcription factor Mac1, which is activated by releasing copper ions from its cysteine residues in response to copper starvation [28], [29]. It was also reported that the activation of Mac1 requires its phosphorylation [30]. On the other hand, yeast has a tolerance mechanism against copper toxicity mediated by the transcription factor Ace1, which is regulated in a manner similar to Mac1. Ace1 is activated by the binding of copper ions to its cysteine residues [31]. Copper homeostasis is important for tolerance to oxidative stress as well as freeze-thaw stress [32], whereas copper ion is a cofactor for the Cu,Zn-superoxide dismutase Sod1, which is one of the crucial antioxidative enzymes [7].

In this study, we report one of the downstream pathways of NO in yeast. We found that exogenous NO treatment increased the expression level of genes responsible for copper metabolism. Furthermore, our results indicate that Mac1 activation by NO under high-temperature stress conditions conferred stress tolerance to yeast cells and that Cu (I) ions incorporated through Ctr1 increased Sod1 activity. Thus, we propose a novel NO-mediated antioxidative mechanism though the activation of Mac1.

## Materials and Methods

### Strains, plasmids, and culture media

The yeast *S. cerevisiae* strains with a S288C background used in this study were wild-type BY4741 (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0*), BY4741*Δmac1* (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 mac1::kanMx4*), BY4741*Δsod1* (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sod1::kanMx4*), and BY4741*Δsod2* (*MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0 sod2::kanMx4*) (Open Biosystems). The yeast *S. cerevisiae* strains with a Σ1278b background used in this study were wild-type L5685 (*MATa ura3-52 trp1*) and L5685*Δmac1* (*MATa ura3-52 trp1 mac1::kanMx4*). Strain BY4741MAC1-TAP, which expresses Mac1 fused with tandem affinity purification (TAP) tag containing calmodulin-binding protein and protein A at its C-terminus from the genome under the control of the original promoter, was used for ChIP. To complement auxotrophy of yeast strains, plasmids pRS414 (Stratagene) harboring *TRP1*, pRS415 (Stratagene) harboring *LEU2*, pRS416 (Stratagene) harboring *URA3*, and pRS416CgHIS3MET15 harboring *URA3*, *CgHIS3*, and *MET15* were used. The media used for the growth of *S. cerevisiae* were a synthetic minimal medium SD [2% (wt/vol) glucose, 0.17% (wt/vol) Bacto yeast nitrogen base without amino acids and ammonium sulfate (Difco Laboratories), and 0.5% (wt/vol) ammonium sulfate], a low-copper complete medium LCM [2% (wt/vol) glucose, 0.17% (wt/vol) Bacto yeast nitrogen base without copper, amino acids, and ammonium sulfate (Difco Laboratories), and 0.5% (wt/vol) ammonium sulfate], and a nutrient medium YPD [2% (wt/vol) glucose, 1% (wt/vol) yeast extract, and 2% (wt/vol) peptone].

### DNA microarray

*S. cerevisiae* BY4741 was cultivated in SD medium to the exponential growth phase (OD_600_ = 1.0), then a non-enzymatic NO donor, *S*-nitroso-*N*-acetylpenicillamine (SNAP), was added to the final concentration of 100 µM. As a control, dimethyl sulfoxide (DMSO) as the drug vehicle was also added. Yeast cells were collected at 0, 10, 30, and 60 min after addition of SNAP or DMSO. After washing the cells with 50 mM potassium phosphate buffer (pH 7.4), total RNA of each sample was extracted by RNeasy Mini Kit (Qiagen). The procedure for the extraction of total RNA was according to the manufacturer's instruction. The quality of the extracted RNA was confirmed with Bioanalyzer 2100 (Agilent Technologies). GeneChip(R) arrays (Affymetrix) were used as the DNA microarrays. DNA microarray analysis was performed with Bio Matrix Research. Statistical analysis after data acquisition and normalization of expression data was performed using GeneSpring (Agilent Technologies). For the pathway- or function-based category classification, the Munich Information Center for Protein Sequence (MIPS) was used. The dataset for microarray analysis has been submitted to Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/). The accession number is GSE61836.

### RT qPCR analysis

The primers used for the mRNA quantification are listed in Table S1. To examine the effect of SNAP treatment on gene expression, *S. cerivisiae* BY4741 and BY4741*Δmac1* cells were grown in SD medium at 25°C to OD_600_ of 1.0 and then subjected to SNAP treatment followed by the process for total RNA extraction. The cDNA synthesis and RT qPCR analysis was performed using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and SYBR Green PCR Master Mix (Applied Biosystems), according to the manufacturer's instruction. The mRNA level of each gene was normalized to that of *ACT1* in the same sample. The cycle thresholds for each gene were normalized to *ACT1* and the relative induction fold compared to untreated cells was shown, for which 1.0 indicates no change in abundance. The values are the means of three independent experiments. To elucidate the effect of high-temperature stress on gene expression, *S. cerevisiae* L5685 and L5685*Δmac1* cells were grown in SD medium at 25°C to OD_600_ of 1.0 and then subjected to further incubation at 25°C or 39°C followed by the process for RT qPCR analysis described above. The mRNA level of each gene was normalized to that of *ALG9* in the same sample.

### ChIP analysis

*S. cerevisiae* BY4741MAC-TAP grown in SD medium or LCM medium were cross-linked by formaldehyde at 30°C for 15 min and then the reaction was stopped by addition of 125 mM glycine. Yeast cells were harvested, washed with and suspended in 50 mM HEPES-KOH (pH 7.5) containing 140 mM NaCl, 1 mM EDTA, 1% (wt/vol) Triton X-100, 0.1% sodium deoxycholate, Protease Inhibitor Cocktail (Sigma Aldrich), and 1 mM phenylmethylsulfonyl fluoride (PMSF) (IP buffer) and then disrupted with glass beads (0.5 mm diameter) in a Multi-Beads Shocker (Yasui Kikai). Immunoprecipitation was performed using IgG-sepharose beads (GE healthcare) equilibrated by IP buffer. After contaminant proteins were washed away with IP buffer, IP buffer with 500 mM NaCl, 50 mM Tris-HCl (pH 8.0) containing 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate, and 1 mM EDTA (IP wash buffer) and 50 mM Tris-HCl (pH 8.0) containing 10 mM EDTA (TE), Mac1-TAP was eluted by the incubation in TE with 1% sodium dodecyl sulfate (SDS) at 65°C for 15 min and then further incubated at 68°C for 6 h for de-cross-linking. After deproteination with Proteinase K treatment followed by phenol-chloroform extraction and ethanol precipitation, the resultant DNA was used as a template for following PCR reaction using *EX Taq* DNA polymerase (Takara Bio). The primers used for the amplification of the promoter region were listed in Table S1. Densitometry using ImageJ [33] was performed for quantification of DNA binding to Mac1.

### Measurement of cell viability

*S. cerevisiae* L5685 or L5685*Δmac1* cells grown at 25°C in SD medium to OD_600_ of 1.0 were further incubated at 25°C or 39°C in the presence or absence of a mammalian NOS inhibitor, *N* ^G^-nitro-l-arginine methyl ester (NAME), and then cells were spread on YPD plates followed by further incubation at 30°C. The cell viability was expressed as percentages, calculated as follows: (the number of colonies after exposure to high temperature stress (39°C))/(the number of colonies after exposure to non-stress condition (25°C))×100.

### Determination of intracellular Cu(I) content

*S. cerevisiae* L5685 or L5685*Δmac1* cells grown at 25°C in SD medium to OD_600_ of 1.0 were further incubated at 25°C or 39°C in the presence or absence of NAME. After incubation, cells were collected, washed with and suspended in 50 mM potassium phosphate buffer (pH 7.4), then subjected to heat-shock treatment at 100°C for 15 min. After cooling on ice, 300 µl of supernatant was mixed with 300 µl of 500 mM ascorbic acid and 600 µl of 2 mM bathocuproine (BCS) and then incubated at 25°C for 10 min. The absorbance at 485 nm of the supernatant after centrifugation was measured and the intracellular total copper content was calculated as Cu (I) concentration using the extinction coefficient (ε = 1.2×10^4^ (M^−1^·cm^−1^)).

### Measurement of SODs activity

Total superoxide dismutases (SODs) activity was measured with SOD Assay Kit-WST (Dojindo) by kinetic assay following manufacturer's instruction. To examine the effect of high-temperature stress on SOD activity, *S. cerevisiae* L5685 or L5685*Δmac1* cells grown in SD medium at 25°C to OD_600_ = 1.0 were further incubated at 25°C or 39°C in the presence or absence of NAME. Then, cells were disrupted with glass beads (0.5 mm diameter) in a Multi-Beads Shocker. In order to distinguish the activity of Cu,Zn-SOD (Sod1) from Mn-SOD (Sod2), SODs activity was measured in the presence of 2 mM KCN, which inhibits the activity of Sod1 completely, therefore the residual activity indicates Sod2 activity. Then, the activity of Sod1 was calculated using total and Sod2 activity.

### Fluorescent microscopy for NO detection

*S. cerevisiae* L5685 or L5685*Δmac1* cells were grown in SD medium at 25°C to OD_600_ of 1.0, then 15 µM diaminofluorescein-FM diacetate (DAF-FM DA), which is a NO specific fluorescence probe, was added and incubated at 25°C for 1 h. After further incubation at 25°C or 39°C, cells were collected, washed with and suspended in 50 mM potassium phosphate buffer (pH 7.4). The fluorescence from the complex of DAF-FM DA with NO was observed by fluorescence microscopy Axiovert 200M microscope (Carl Zeiss) at the excitation wavelength of 495 nm and the fluorescence wavelength of 515 nm.

## Results

### DNA microarray analysis of the exogenous NO treatment

In our previous study, we proposed a novel antioxidative mechanism mediated by NO in yeast [8]. 

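The gene expression data comprise 4 microarrays, 1 for each of 4 conditions: cells given the vehicle dimethyl sulfoxide (DMSO), and cells exposed to 100 µM of the NO donor S-nitroso-N-acetylpenicillamine (SNAP) for 10, 30 and 60 min. The labels of the DMSO sample give no time, while the methods describe collection at several times after SNAP or DMSO, so the time of the control is not known. The methods name BY4741, a MATa laboratory strain derived from S288C, and the sample labels name S288C. The methods also name GeneChip arrays of Affymetrix, whereas the files are scanner output of one-colour Agilent arrays, and they are treated as such here. The 4 arrays lie on the same slide. Each array carries 6256 yeast probes of 60 bases for 6228 genes, and each probe is printed as 7 spots, which makes 43792 spots per array. The authors deposited the intensity of each spot after background subtraction by the scanner software, and a table of log2 values per probe. Here, the log2 intensity was set relative to the 75th percentile of its array, spots marked as outliers were left out, and the remaining spots of a probe and the probes of a gene were averaged. The 75th percentile of the intensity was 7693 on the DMSO array, 8528 at 10 min, 8220 at 30 min and 7543 at 60 min. Probes well above background made up 97.2% of all probes on the DMSO array, 96.5% at 10 min, 97.2% at 30 min and 98.2% at 60 min, and no spot was saturated. Among these probes, the median SD between spots of a probe was 0.12 on the log2 scale on the DMSO array, 0.08 at 10 min, 0.08 at 30 min and 0.10 at 60 min. This SD is the error of the measurement within an array. With 1 array per condition, no difference between conditions has a replicate check, no p-value was computed for any gene, and the number of arrays limits the precision.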

To obtain insights into the mechanism by which NO confers oxidative stress tolerance to yeast cells, we performed DNA microarray analysis of cells treated with NO. *S*-Nitroso-*N*-acetylpenicillamine (SNAP), which is a non-enzymatic NO donor, evokes *S*-transnitrosylation to other compounds such as amino acids or cysteine residues in a protein. Genes whose expression was significantly increased after exposure to SNAP for 10 min were extracted and classified by cellular functions using the MIPS database (http://mips.helmholtz-muenchen.de/genre/proj/yeast/). 

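The methods name GeneSpring for the statistical analysis, and the text does not state the cutoff for an increase, so the sizes of the changes are given here. At 10 min, 8 of 6228 genes were at least 2-fold higher than on the DMSO array and 2 were at least 2-fold lower, counting a gene only if most of its spots were well above background on the brighter of the arrays compared. The SD of the log2 ratio over all genes was 0.17, and all 8 higher genes were higher in the upper as well as in the lower rows of the arrays. Among genes well above background on both arrays, GPX2, which encodes a glutathione peroxidase, had the largest log2 ratio at 2.10. It was followed by FRE7 at 1.56, MUP1 at 1.19, OYE3 at 1.15 and SEO1 at 1.14. The other 3 higher genes were FRE1, CTR1 and SUL1, with SUL1 at 1.00. The lower genes were ADY2 at -1.04 and YCR001W, whose probe was not well above background at 10 min, so that the size of its fall is not known. SUL1 and YCR001W fall outside the rule by which genes were chosen for naming and are named after their values were seen. With a threshold of 1.5-fold, 40 genes were higher, and with 3-fold, 1 gene. At 2-fold, the count moved most when only the spots in the upper rows were used, to 20 genes. At 30 min, 19 genes were at least 2-fold higher and 13 at least 2-fold lower, and at 60 min 24 were higher and 14 lower. Of the 8 genes higher at 10 min, 5 were also higher at 30 min and 5 at 60 min, and MUP1, SEO1 and SUL1 were at least 2-fold higher at 10 min only. SEO1 had log2 ratios of 0.30 and 0.48 at 30 and 60 min, SUL1 of 0.56 and 0.74, and MUP1 of -0.05 and 0.13.

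**Figure D1:**
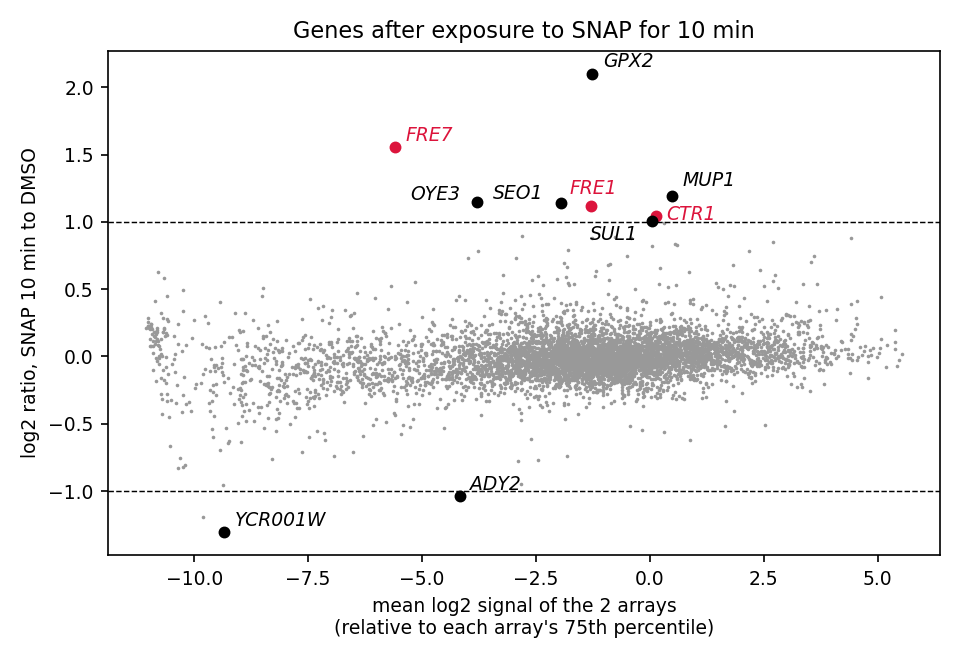
Log2 ratio of the SNAP 10 min array to the DMSO array (vertical axis) against the mean log2 signal of both arrays relative to the 75th percentile (horizontal axis). Each grey point is a gene, the dashed lines mark 2-fold changes, and the 10 genes past them that were well above background on the brighter array are labelled, with CTR1, FRE1 and FRE7 in red.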

By this classification, we found that the category “heavy metal ion transport” had significantly high P values (1.22E-05). This category contains the genes involved in copper ion transport (*CTR1*, *FRE1*, and *FRE7*). 

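The MIPS category was not used here. A set of metal ion transport genes was instead taken from the gene descriptions in the array files, as the genes whose description holds both a word for a metal (such as copper, iron, ferric, zinc or manganese) and a word for transport (transport, permease, uptake or reductase). The descriptions end after 255 characters, which affects 2808 genes. The set holds 54 genes. At 10 min its median log2 ratio to DMSO was 0.02, which lay above 92.6% of 10000 random lists of 54 genes with similar signals. In the set, 3 genes were at least 2-fold higher, and 1 of the 10000 random lists held as many. They were CTR1, FRE1 and FRE7, which the paper names from this same array, so this count is not independent of the paper's choice. Among the other 51 genes the log2 ratios at 10 min ran from -0.42 for PHO84 to 0.99 for GRE2, and 50 of them were within 0.5 of 0. GRE2 encodes a reductase and is in the set because its description mentions heavy metals. The rule also takes other genes that do not encode transporters, such as that of the transcription factor Mac1, and these can dilute the median. At 30 and 60 min, 4 genes of the set were at least 2-fold higher, GRE2 being the fourth. With words for copper and iron alone the set shrank to 35 genes, of which the same number, 3, were at least 2-fold higher at 10 min. With spots of the upper rows alone, 4 genes passed 2-fold, and with spots of the lower rows alone, 2 genes did.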

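CTR1 (YPR124W), which encodes a high-affinity copper transporter of the plasma membrane, lies on chromosome XVI from 786204 to 787424 in the annotation of the array, whose header names the build sacCer1. Its probe, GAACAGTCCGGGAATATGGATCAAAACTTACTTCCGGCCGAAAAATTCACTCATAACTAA, lies inside the gene from 787363 to 787422, and ends 2 bases before the end of the gene. The log2 ratio of CTR1 to DMSO was 1.05 at 10 min, with an SD of 0.19 between spots, and this was the rank 7 among 6049 genes. FRE1 (YLR214W), which encodes a ferric and cupric reductase, lies on chromosome XII from 568569 to 570629, with its probe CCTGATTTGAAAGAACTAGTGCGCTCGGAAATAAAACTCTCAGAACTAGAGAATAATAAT from 570445 to 570504. Its log2 ratio was 1.12, with an SD of 0.13 between spots. FRE7 (YOL152W), which encodes a putative ferric reductase, lies on chromosome XV from 40747 to 42609, with its probe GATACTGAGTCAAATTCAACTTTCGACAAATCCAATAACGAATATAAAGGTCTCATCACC from 42355 to 42414. It had a log2 ratio of 1.56 with an SD of 0.14 between spots, and ranked 2. Each of the 3 genes is annotated as a single uninterrupted interval. All 7 spots of each probe were well above background on every array, and the 3 increases were larger than the spread between spots. Under the alternatives of normalization and filtering, the lowest log2 ratio of CTR1 was 0.98, with spots of the lower rows alone. FRE1 moved by less than the spread between its spots. FRE7 moved most, to 1.14 with a model-based background correction (normexp) that also adds 50 to each signal. The added 50 by itself shrinks a large rise of a dim probe, such as that of FRE7. The fitted background means were small, -0.13 on the DMSO array and -1.51 at 10 min. The fall to 1.14 thus cannot be credited to the background model alone. Relative to ACT1, a comparison chosen after seeing the data, the log2 ratios were 0.70 for CTR1, 0.77 for FRE1 and 1.21 for FRE7. The increases grew with time: CTR1 reached 1.82 at 30 min and 2.49 at 60 min, FRE1 reached 2.15 and 2.71, and FRE7 reached 2.94 and 4.22. With normexp, FRE7 reached 2.31 at 30 min and 3.59 at 60 min. At 60 min the SD between spots was 0.20 for CTR1, 0.13 for FRE1 and 0.20 for FRE7.

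**Figure D2:**
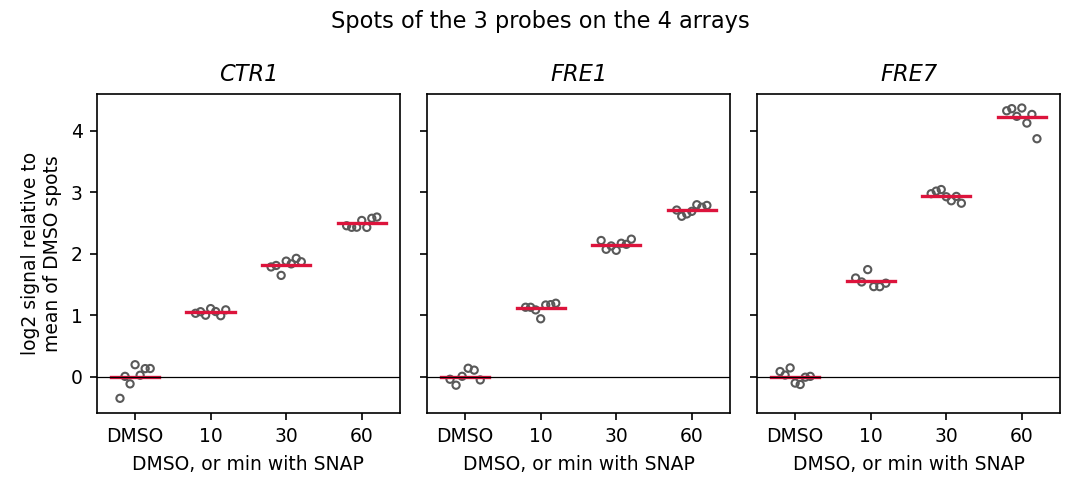
Log2 signal of each spot of the CTR1, FRE1 and FRE7 probes relative to the mean of the DMSO spots of the same probe (vertical axis), on the DMSO array and after 10, 30 and 60 min with SNAP (horizontal axis). Circles are the spots of 1 array per condition that were not marked as outliers, and red lines are their means, which at 60 min lie at 2.49, 2.71 and 4.22.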

Interestingly, it is known that the transcription of these genes is under the control of the transcription factor Mac1 [28], [34]. Takahashi *et al.* previously reported that copper ion homeostasis regulated by Mac1 is important for tolerance to freeze-thaw stress, which is one of the oxidative stresses [32]. 

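For the 6 Mac1-regulated genes that the paper examines in Fig. 1 (CTR1, CTR3, FRE1, FRE7, REE1 and IRC7), the median log2 ratio to DMSO on the arrays was 0.66 at 10 min, 1.16 at 30 min and 1.84 at 60 min. CTR1, FRE1 and FRE7 were named by the paper from the 10 min array, so the median of the 6 is not independent of that choice. The other 3 genes, a list chosen after seeing the data, had log2 ratios at 10 min of 0.28 for REE1, 0.13 for IRC7 and -0.06 for CTR3. Their median was 0.13 at 10 min, 0.47 at 30 min and 0.75 at 60 min. These medians lay above 95.1%, 99.8% and 99.97% of 10000 random lists of 3 genes with similar signals. Relative to ACT1, a comparison chosen after seeing the data, REE1 was -0.07, IRC7 -0.22 and CTR3 -0.41 at 10 min. The SD between spots of the ACT1 ratio was 0.64. MAC1 itself fell by 0.20 on the log2 scale at 10 min, by 0.30 at 30 min and by 0.33 at 60 min, with an SD between spots of 0.11 at 10 min and 0.14 at 60 min. Other metal regulons were set beside these genes. The median of 24 genes of the iron regulon was 0.02 at 10 min, above 88.1% of random lists, and it was -0.13 at 30 min and -0.23 at 60 min, below nearly all of them. With the model-based background correction the median at 60 min was -0.03 in a fit pulled by 6 spots, and -0.22 in a fit without them, which was chosen after seeing the data. The 4 targets of Ace1, the activator that responds to excess copper, had medians of -0.01, -0.08 and -0.05 at 10, 30 and 60 min. CUP1-1 and CUP1-2, copies of the same gene, were lower at each time, and CRS5 lay between -0.05 and 0.06. SOD1, whose probe lies outside the gene in the array's annotation, was higher, at 0.39, 0.64 and 0.73. The median of so few genes thus does not describe each of them. The 8 genes of the zinc regulon had medians of -0.07, 0.05 and 0.03. From the increase of copper transport genes under the control of Mac1 after exposure to SNAP for 10 min, and from a previous report on Mac1 and tolerance to freeze-thaw stress, the paper proposes, as a speculation, that Mac1 has some bearing on NO-mediated stress tolerance.

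**Figure D3:**
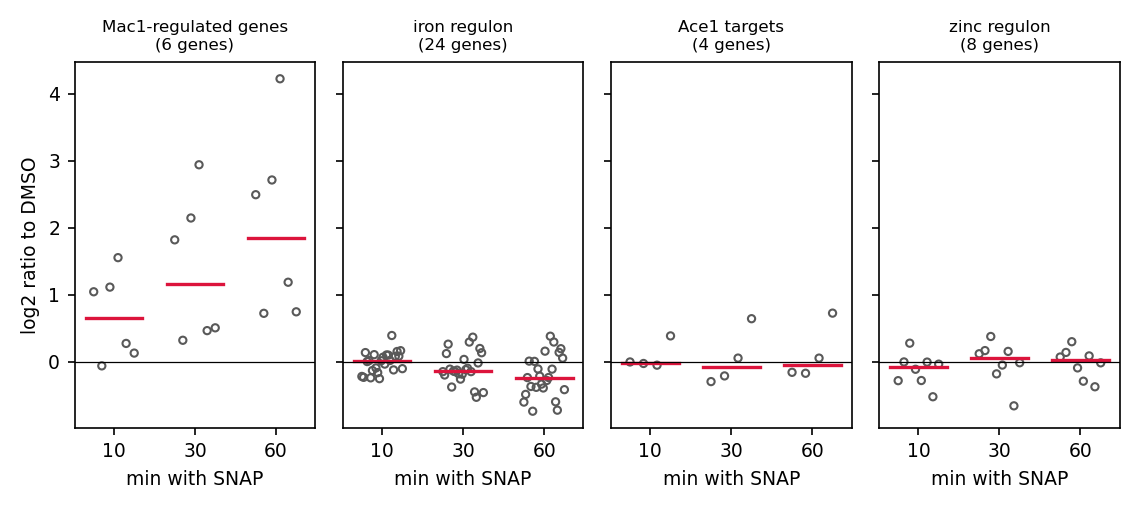
Log2 ratio to DMSO (vertical axis) of each gene of 4 lists after 10, 30 and 60 min with SNAP (horizontal axis), from 1 array per condition. Circles are genes and red lines are medians, which rise from 0.66 to 1.84 for the Mac1-regulated genes and lie between -0.23 and 0.05 for the other lists.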

Based on these findings, we speculated that there is some relevance between Mac1 and NO-mediated oxidative stress tolerance.

### Exogenous NO induces the transcription of the genes involved in copper metabolism under the control of the transcription activator Mac1

To confirm that exogenous NO activates the transcription of Mac1-regulated genes, we performed RT qPCR analysis of wild-type and mac1-disrupted cells treated with SNAP (Fig. 1). Among six Mac1-regulated genes examined [34], the *CTR1*, *FRE1*, and *FRE7* genes were significantly induced in wild-type cells in response to NO generated by SNAP treatment, although these increases were abolished when *MAC1* was disrupted. These results suggest that NO induces the Mac1-dependent activation of copper uptake and utilization in yeast cells.

**Figure 1:**
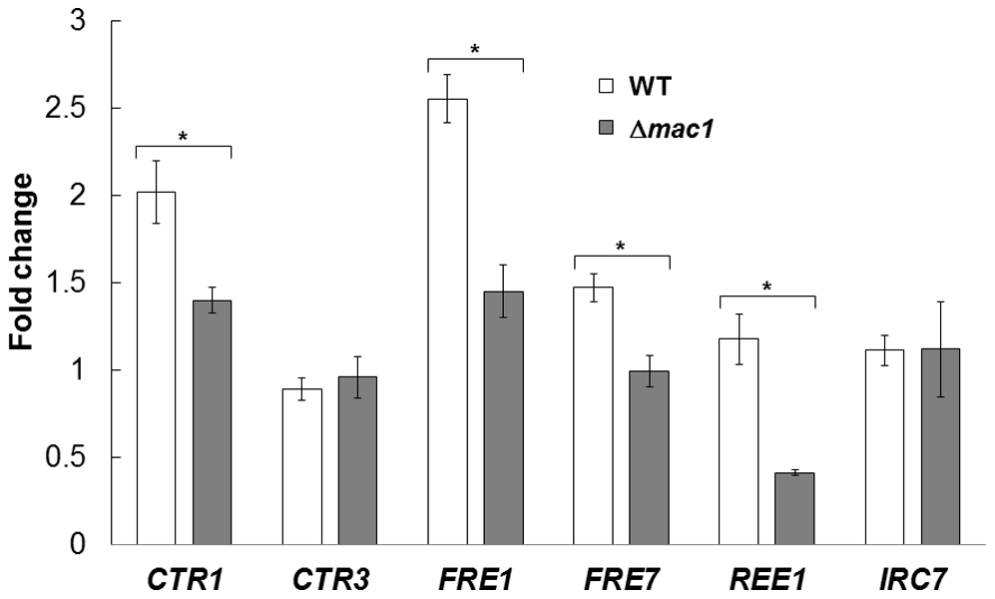
RT qPCR analysis of yeast cells treated with the exogenous NO. *S. cerevisiae* BY4741 or BY4741*Δmac1* cells treated or untreated with SNAP were subjected to RT qPCR analysis. The mRNA level of each gene was normalized to that of *ACT1* and the relative induction fold compared to untreated cells was shown. The values are the means and standard deviations of three independent experiments. *p<0.05 by Student's *t* test.

### Exogenous NO facilitates the binding of Mac1 to the promoter region of target genes

It was previously reported that, under copper depletion conditions, the binding of Mac1 to upstream regulatory sequences of target genes is increased and the transcription of the Mac1-targeted genes is upregulated [29], [34]. To examine whether NO facilitates the binding of Mac1 to the target promoters, a chromatin immunoprecipitation (ChIP) assay was performed (Fig. 2A, B). In accordance with the previous report [29], the Mac1 binding to the *CTR1* and *FRE1* promoter was increased under copper depletion conditions in LCM medium. Similarly, when yeast cells were exposed to NO by SNAP treatment, an approximately two-fold increase in the binding of Mac1 to the *CTR1* and *FRE1* promoters was shown, while no binding occurred in the *CMD1* promoter, which is not regulated by Mac1. These results suggest that NO-activated Mac1 acquires the ability to bind the target promoter *in vivo*.

**Figure 2:**
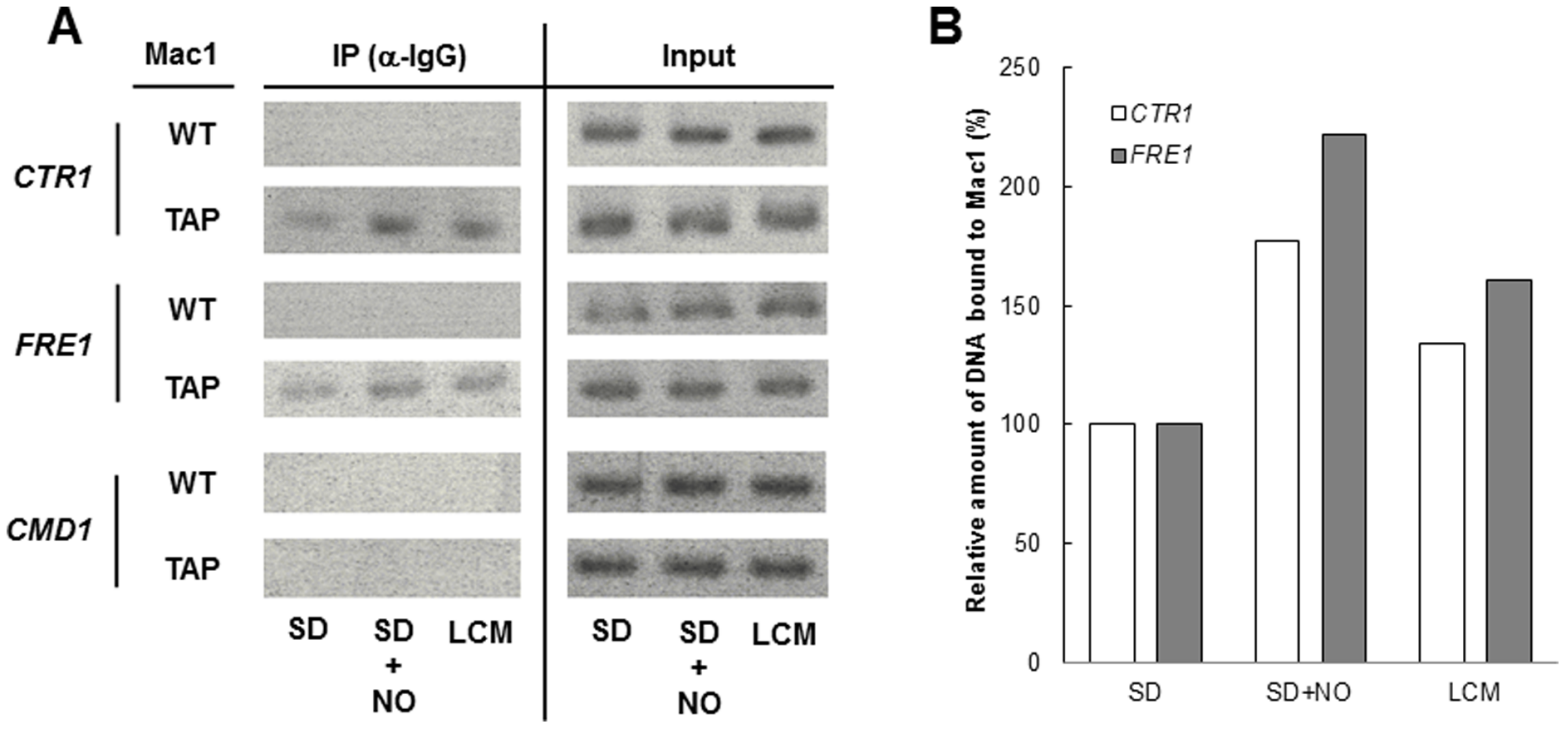
ChIP analysis of yeast cells treated with the exogenous NO. *S. cerivisiae* BY4741 and BY4741MAC1-TAP cells grown in SD medium with/without NO treatment or in LCM medium, which is the same as SD medium without supplementation of copper, were subjected to ChIP analysis. (A) Electrophoresis of amplified DNA corresponding to the promoter region of each gene. The *CMD1* gene, which is not under the control of Mac1, was used as a negative control. (B) Quantification of DNA binding to Mac1 by densitometry. The signal from immunoprecipitated DNA was divided by the signal from the corresponding input DNA. The resultant values were normalized as the value in SD medium is 100%.

### NO produced under high-temperature stress conditions activates Mac1

Our results shown above indicate that Mac1 is activated by NO and induces its target genes. We recently found that NO confers high-temperature stress tolerance to yeast cells [8]. Therefore, we hypothesized that Mac1 is involved in NO-mediated high-temperature stress-tolerance mechanism. Real-time quantitative PCR (RT qPCR) analysis was performed to examine whether Mac1 is also activated under high-temperature stress conditions (Fig. 3). The expression of *CTR1* was remarkably induced after exposure to high temperature (39°C) for 4 h, although this induction was abolished in *mac1*-dusrupted cells. Next, the effect of NAME on the induction of *CTR1* was examined. Temperature up-shift to 39°C induced NO production regardless of the presence or absence of *MAC1*, indicating that Mac1 functions in the downstream of NO production in yeast (Fig. S1). On the other hand, NAME treatment inhibited NO production under high-temperature stress conditions in both wild-type and *mac1*-disrupted cells (Fig. S1). Interestingly, the induction of *CTR1* in response to high temperature was canceled by NAME treatment. Considering that the exogenous NO induces *CTR1* in a Mac1-dependent manner (Fig. 1), these results indicate that stress-dependent induction of *CTR1* occurs through the activation of Mac1 by NO. Based on the fact that high-temperature stress did not increase the expression level of *MAC1* (Fig. 3), it was suggested that NO activates Mac1 through post-translational modifications, such as *S*-nitrosylation and phosphorylation.

**Figure 3:**
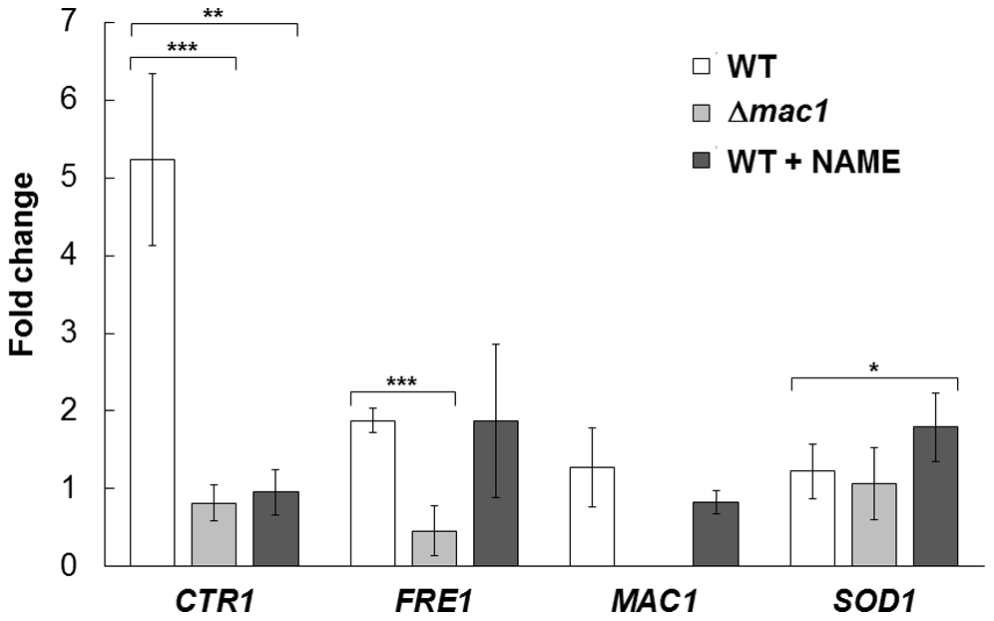
RT qPCR under high-temperature stress conditions. *S. cerevisiae* L5685 or L5685*Δmac1* cells were incubated at 39°C in the presence (100 mM) or absence of NAME followed by the process for RT qPCR analysis. The mRNA level of each gene was normalized to that of *ALG9* and the relative induction fold compared to cells incubated at 25°C was shown. The values are the means and standard deviations of four independent experiments. ***p<0.001; **p<0.01; *p<0.05 by Student's *t* test.

### NO confers high-temperature stress tolerance to yeast cells in a Mac1-dependent manner

We further examined the effect of *MAC1* and NO on the survival rate of yeast after exposure to high temperature (Fig. 4). The cell viability of *mac1*-disrupted cells after exposure to 39°C was significantly lower than that of wild-type cells. Interestingly, when NAME was added, wild-type cells were more sensitive to high temperature than were the untreated cells. In contrast, NAME treatment did not affect the survival rate of *mac1*-disruptant cells. These results indicate that NO contributes to high-temperature stress tolerance in a manner dependent on Mac1.

**Figure 4:**
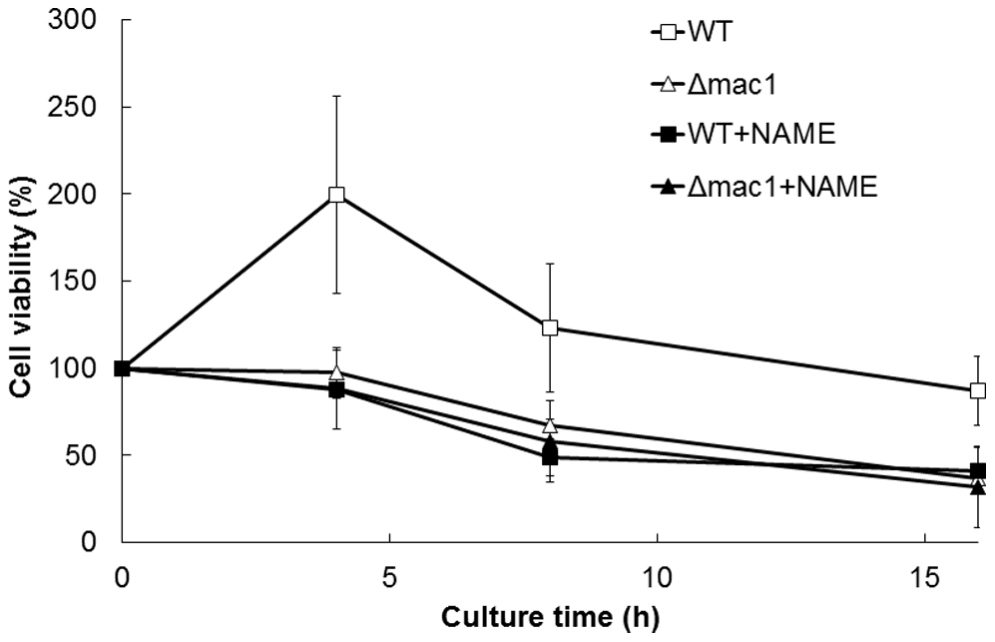
Cell viability under high-temperature stress conditions. Viability of *S. cerevisiae* L5685 or L5685*Δmac1* cells was measured after exposure to high temperature in the presence (100 mM) or absence of NAME. Cell viability was expressed as percentages, calculated as follows: (no. of colonies after exposure to high temperature stress (39°C))/(no. of colonies after exposure to non-stress condition (25°C))×100. The values are the means and standard deviations of at least two independent experiments.

### NO produced under high-temperature stress conditions increases the intracellular copper content in a Mac1-dependent manner

The overexpression of *CTR1* has been reported to induce the accumulation of copper ions in yeast cells [25]. We determined the intracellular copper content after exposure to high temperature (Fig. 5). When wild-type cells were exposed to 39°C for 8 h, copper level was increased by approximately 50% as compared with that of control cells (25°C). However, such an increase was not observed in *mac1*-disrupted cells (Fig. 5A). On the other hand, copper ions were not accumulated in response to high temperature in either wild-type or *mac1*-disrupted cells when cells were treated with NAME (Fig. 5B). These results indicate that NO-mediated Mac1 activation induces copper accumulation in yeast cells under high-temperature stress conditions.

**Figure 5:**
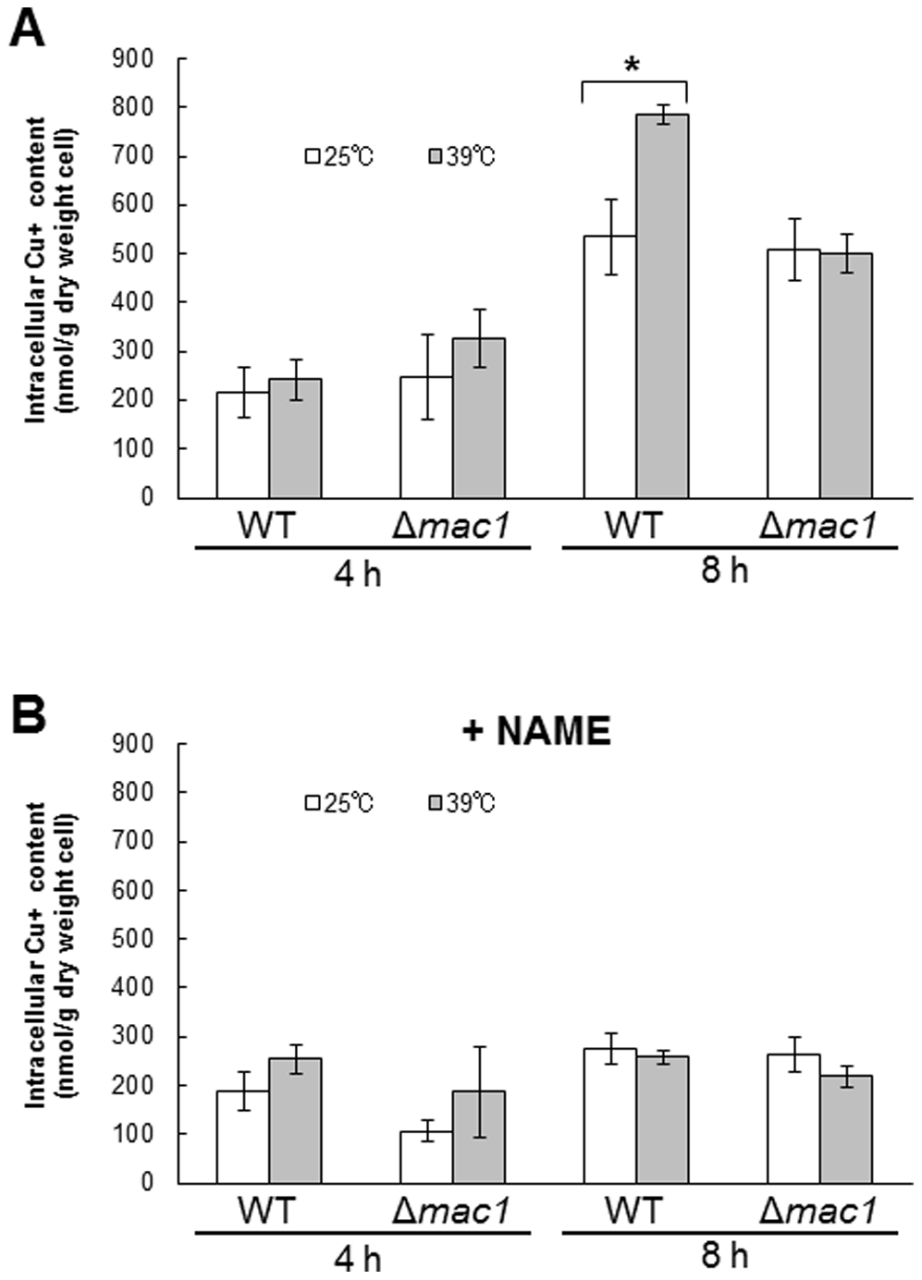
Intracellular copper content. The intracellular copper content in *S. cerevisiae* L5685 or L5685*Δmac1* cells was measured before or after exposure to 39°C in the absence (A) or presence (B) of 100 mM NAME. The values are the means and standard deviations of three independent experiments. *p<0.05 by Student's *t* test.

### NO produced under high-temperature stress conditions enhances Sod1 activity through the activation of Mac1

Generally, living organisms have defense systems against superoxide generation. In *S. cerevisiae* cells, there are two different enzymes that catalyze the dismutase reaction of superoxide, Sod1 and Sod2. The cytosolic Sod1 requires copper and zinc ions as cofactors, whereas Sod2, which localizes in the mitochondria, requires manganese as a cofactor [35]. It was reported that Cu(I) insertion into Sod1 is indispensable for its enzymatic activity [36]. The disruption of *SOD1* has been shown to confer thremosensitivity to yeast cells [37], suggesting that the reduction of superoxide anion generated under heat-shock conditions is important for stress tolerance. Therefore, we measured the activity of Sod1 (Fig. 6). An approximately 50% increase in Sod1 activity was also observed in wild-type cells after incubation at 39°C for 4 h and 8 h. In contrast, Sod1 activity was not significantly elevated in *mac1*-disrupted cells (Fig. 6A). NAME treatment also inhibited the increase in Sod1 activity at 39°C (Fig. 6B). It should be noted that the transcription level of *SOD1* after exposure to stress was not decreased by the disruption of *MAC1* or NAME treatment (Fig. 3). The exogenous NO treatment also enhanced the activity of Sod1 without any increase in the protein level of Sod1 (Fig. S2). These results suggest that NO-dependent Mac1 activation increases Sod1 activity by providing Cu(I) to the Sod1 protein.

**Figure 6:**
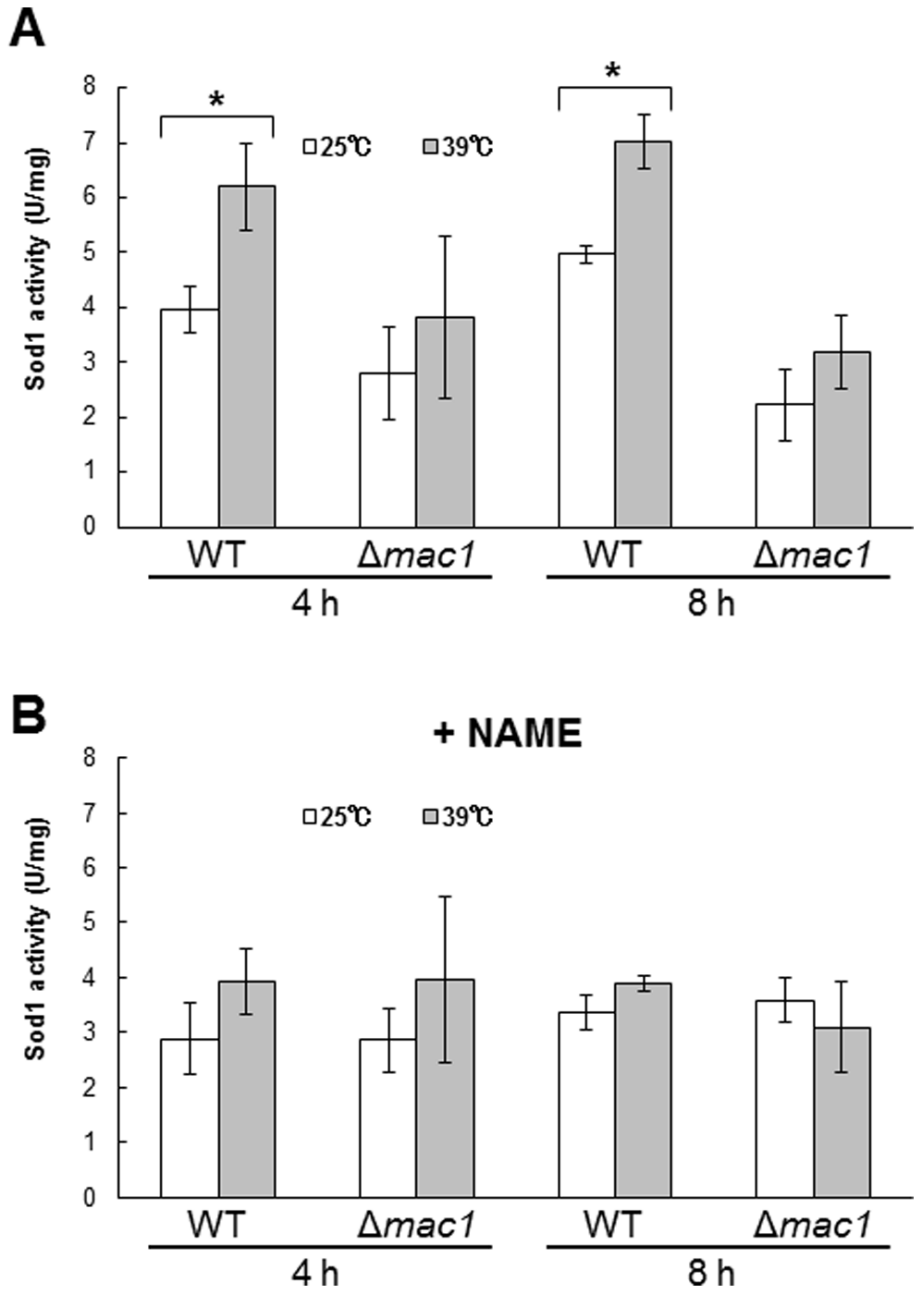
The activity of Cu,Zn-superoxide disumutase Sod1. Sod1 activity in *S. cerevisiae* L5685 or L5685*Δmac1* cells was measured before or after exposure to 39°C in the absence (A) or presence (B) of 100 mM NAME. The values are the means and standard deviations of three independent experiments. *p<0.05 by Student's *t* test.

### NO-mediated antioxidative mechanism through the activation of Mac1

From the results shown here, we propose a novel antioxidative mechanism through the activation of Mac1 by NO (Fig. 7). Temperature up-shift induces the generation of ROS including superoxide anion and also NO production from arginine requiring Tah18 [8]. NO activates Mac1 via post-translational modification such as *S*-nitrosylation and/or phosphorylation. The active form of Mac1 binds to the promoter region of *CTR1* to induce its expression. Cu(I) provided from the reduction of Cu(II) catalyzed by cupric reductase is imported into cells due to the increase in the protein level of Ctr1. Sod1, to which the cytosolic copper chaperone Ccs1 delivers Cu(I), is then converted from the apo-form to the holo-form to express its full activity. Finally, the enhanced Sod1 activity degrades superoxide anion by its dismutase reaction, conferring stress tolerance to yeast cells.

**Figure 7:**
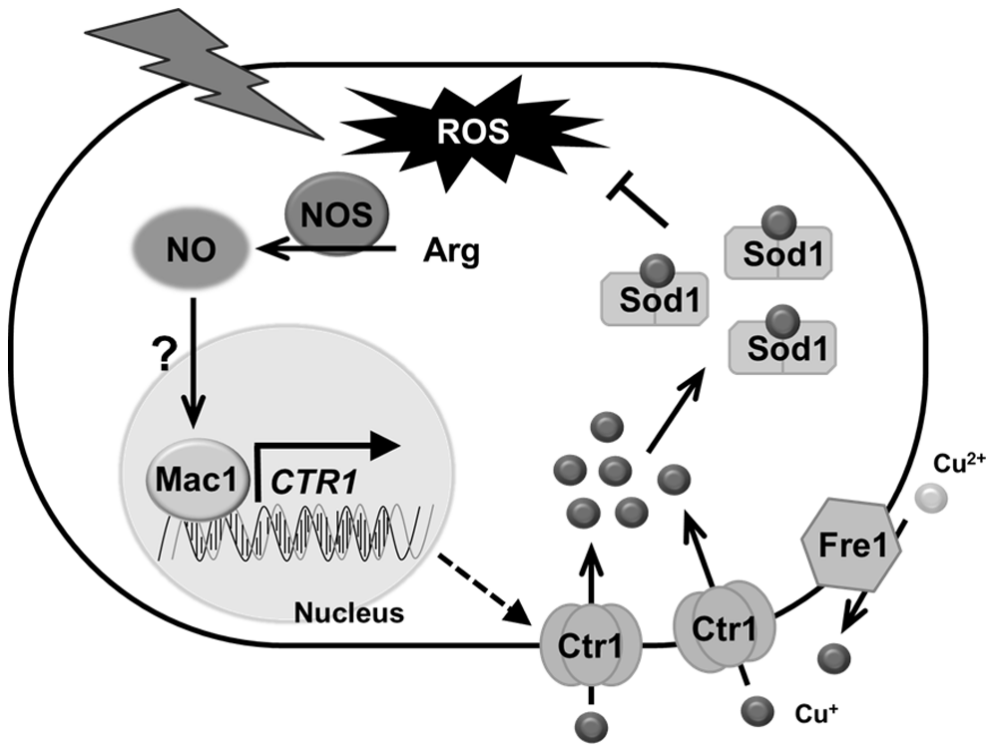
A proposed model for the antioxidative mechanism through Mac1 activated by NO. When yeast cells are exposed to high-temperature stress, NO is produced from arginine by NOS-like activity. NO-mediated Mac1 activation through its post-translational modification upregulates the expression of *CTR1*, which encodes a copper transporter. Protein name: Fre1, cupric reductase; Ctr1, copper ion transporter; Sod1, Cu,Zn-superoxide dismutase; Ccs1, copper chaperone; Mac1, transcription factor responsible for copper metabolism.

## Discussion

Yeast cells have numerous defense mechanisms against oxidative stress, such as antioxidative enzymes, ROS scavengers, and transcription factors. Recently, we discovered a novel antioxidative mechanism mediated by NO in *S. cerevisiae* [8]. When yeast cells are exposed to any environmental stresses that facilitate the generation of ROS in the cell, the intracellular arginine level is increased and then arginine can be converted into NO and citrulline by NOS-like activity dependent on the Tah18 protein [8]. Although NO confers oxidative stress tolerance to yeast cells, the mechanism underlying NO-mediated stress tolerance has been unclear. In this study, we revealed a novel mechanism of antioxidative stress resistance mediated by NO, which is one of the downstream pathways of NO. This study is the first to report the molecular mechanism for a novel antioxidative stress resistance mediated by NO in yeast cells.

*S. cerevisiae* has the *YHB1* gene encoding flavohemoglobin that detoxifies excel level of NO [38]. However, our data suggest that NO functions as a signaling molecule for antioxidative mechanism under high-temperature stress conditions. NO was shown to contribute to cell protection against high-temperature stress eventually by increasing Sod1 activity. A previous study showed the disruption of *SOD1* conferred thermosensivity to yeast cells [37], suggesting that high-temperature stress induces the generation of superoxide anion that damages cells. Therefore, we think that increased NO leads to activation of Sod1, which directly reduces the level of superoxide anion (Fig. 7).

The exogenous NO treatment upregulated the transcription of many genes involved in copper uptake and its utilization, including *CTR1*, *FRE1*, and *FRE7* (Fig. 1). These genes are under the control of the transcription factor Mac1. Interestingly, some of Mac1-regulated genes are not induced in response to NO. Although the reason is currently unclear, this suggests that the manners of activation and/or target specificity of Mac1 under copper starvation conditions are different from those induced by NO. Furthermore, among Mac1-regulated genes, *CTR1* is the only gene that is strongly induced under high-temperature stress conditions in a Mac1- and NO-dependent manner. The induction of *FRE1* is dependent on Mac1 but not on NO (Fig. 3). Judging from the previous report on intracellular NO generated in response to H_2_O_2_, NO concentration under high-temperature stress conditions was suggested to be lower than that of SNAP used in this study (100 µM) [20]. Another copper-related transcriptional factor, Ace1, also binds copper ions with its cysteine residues in a manner similar to Mac1 [31] and is required for tolerance against copper toxicity. Interestingly, NO regulates Ace1 in a dose-dependent manner [39]. These results also suggest that the effect of NO on Mac1 is strictly dependent on its concentrations. On the other hand, it is possible that Mac1 is oxidized by ROS under high-temperature stress conditions because it has many cysteine residues. Thus, intracellular NO level and oxidative state might control the activation mechanism and/or target specificity of Mac1.

We showed that the cell viability, the expression level of *CTR1*, the intracellular copper content, and the activity of Sod1 were increased in a Mac1- and NO-dependent manner under high-temperature stress conditions. These results led us to propose a novel antioxidative mechanism mediated by NO and Mac1 (Fig. 7). The expression level of *CTR1* (Fig. 3) and the activity of Sod1 (Fig. 6) were shown to increase after exposure to 39°C for 4 h. The effect of NO and Mac1 on the cell viability was also observed after temperature up-shift for 4 h (Fig. 4). However, the NO-dependent increase in intracellular copper content was observed after cultivation at 39°C for 8 h (Fig. 5). These results suggest that the induction of *CTR1* by the active form of Mac1 occurs after exposure to high temperature for 4 h, and then copper enters cells through Ctr1. Subsequently, Sod1 activity is enhanced and yeast cells finally acquire a defense mechanism for high-temperature stress after 8 h. However, a significant increase in Sod1 activity and the effect of NO on the cell viability were already observed without any copper accumulation after 4 h. This may be due to the additional stress-tolerance mechanism requiring NO-mediated Mac1 activation, which is independent of copper accumulation. It has been reported that incorporation of Cu(I) into the apoenzyme of Sod1 requires the copper chaperone Ccs1. In silico analysis to predict the transcription factor for *CCS1* using YEASTRACT (http://www.yeastract.com) [40]–[43] revealed that Mac1 is a potential transcription factor for *CCS1*. This result raises the possibility that Mac1 activated by NO induces the expression of *CCS1* and Ccs1 catalyzes the incorporation of Cu(I), which is accumulated at the basal level, into the apoenzyme of Sod1 after exposure to stress for 4 h independently of copper uptake from environment.

It was observed that the intracellular copper content increased even under non-stress conditions (25°C) and this increase was clearly canceled by NAME treatment (Fig. 5), suggesting that NO is involved in copper accumulation under normal conditions with cultivation. The disruption of *MAC1* did not change copper content, indicating that copper accumulation under normal conditions is independent of Mac1. In addition to Mac1, NO may regulate some copper transporters, cupric reductases, and transcription factors responsible for copper metabolism under non-stress conditions.

Here, we demonstrated that NO activated Mac1. NO did not affect the expression level of *MAC1* (Fig. 3), thus Mac1 is likely to be activated through post-translational modification such as *S*-nitrosylation or phosphorylation. NO binds to and activates sGC, leading to an increase in cGMP level in mammalian cells. However, genome-wide analysis failed to identify sequences that are homologous to mammalian sGC in *S. cerevisiae*. One can raise the possibility that NO directly activates Mac1 through *S*-nitrosylation. The past study indicated that Mac1 is activated by releasing copper ions under copper starvation conditions, whereas the inactive form of Mac1 binds eight copper ions by its cysteine residues [44]. *S*-Nitrosylation of cysteine residues responsible for copper binding should decrease their ability to coordinate copper, suggesting that NO activates Mac1 through *S*-nitrosylation of its cysteine residues. On the other hand, it is known that yeast has sGC activity, which is increased by NO treatment [45], despite the absence of its orthologue. Yeast is suggested to have a protein possessing the same function as sGC without its sequence similarity and to have a signaling pathway including NO/sGC/cGMP system. cGMP acts as a second messenger activating cGMP-dependent protein kinases, leading to the subsequent protein phosphorylation cascade [46]. It was also shown that the activation of Mac1 requires its phosphorylation [30]. These facts raise another possibility with respect to the activation of Mac1. NO could enhance sGC activity to increase the cGMP level, and then the activated protein kinases by cGMP could trigger Mac1 activation directly through its phosphorylation or indirectly through protein kinase cascade. More biochemical analyses will be needed to clarify the mechanism.

Although Sod1 was reported to be necessary for the activation of Mac1 under the copper-depleted conditions [29], we here presented evidence that Mac1 induces the activation of Sod1 in response to high temperature. It is possible that, by causing Mac1 and Sod1 to mutually activate each other, the Mac1-Sod1 pathway has a positive feedback system to enhance the NO-triggered signal for oxidative stress tolerance.

NO exerts a dual role on the cell, including cell death when present at high concentrations and cell protection when present at low concentrations [47]. Here we revealed an NO-mediated cell protection system through the activation of Mac1. NO may also exhibit effects on the Mac1 activity opposite those of Ace1, because Ace1 is regulated through the binding of copper to its cysteine residues in response to high copper concentrations in a manner similar to Mac1 [31]. If an excess level of NO inactivates Mac1 as speculated above, such a situation should confer stress sensitivity, leading to cell death. NO-mediated stress tolerance through the regulation of Mac1 might be one of the mechanisms to explain the dual effect of NO.

## Supporting Information

Figure S1 **NO production in yeast cells.** NO production was shown as fluorescence from DAF-FM DA in *S. cerevisiae* L5685 or L5685*Δmac1* cells treated or untreated with high temperature (39°C) in the presence or absence of NAME. All pictures were taken in the same exposure time.
(DOC) Click here for additional data file.

Figure S2 **Sod1 activity of yeast cells treated with the exogenous NO.** (A) Sod1 activity was measured in *S. cerevisiae* BY4741 or BY4741*Δsod1* cells treated or untreated with SNAP. The values are the means and standard deviations of three independent experiments. *p<0.001 by Student's *t* test. (B) Total proteins (1 µg) in the soluble extract were subjected to 12.5% SDS-polyacrylamide gel electorphoresis, and Sod1 and the internal control protein glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were detected using each antibody.
(DOC) Click here for additional data file.

Table S1 **Primers used in this study.**
(DOC) Click here for additional data file.

# Supplementary material for: Nitric Oxide-Mediated Antioxidative Mechanism in Yeast through the Activation of the Transcription Factor Mac1
**Source:** PLoS One. 2014 Nov 25;9(11):e113788. doi: 10.1371/journal.pone.0113788
**Supplement:** Figure S1 — NO production in yeast cells. NO production was shown as fluorescence from DAF-FM DA in S. cerevisiae L5685 or L5685Δmac1 cells treated or untreated with high temperature (39°C) in the presence or absence of NAME. All pictures were taken in the same exposure time.

**Figure S1. NO production in yeast cells.**

# Supplementary material for: Nitric Oxide-Mediated Antioxidative Mechanism in Yeast through the Activation of the Transcription Factor Mac1
**Source:** PLoS One. 2014 Nov 25;9(11):e113788. doi: 10.1371/journal.pone.0113788
**Supplement:** Figure S2 — Sod1 activity of yeast cells treated with the exogenous NO. (A) Sod1 activity was measured in S. cerevisiae BY4741 or BY4741Δsod1 cells treated or untreated with SNAP. The values are the means and standard deviations of three independent experiments. *p<0.001 by Student's t test. (B) Total proteins (1 µg) in the soluble extract were subjected to 12.5% SDS-polyacrylamide gel electorphoresis, and Sod1 and the internal control protein glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were detected using each antibody.

**Figure S2. Sod1 activity of yeast cells treated with the exogenous NO.**

# Supplementary material for: Nitric Oxide-Mediated Antioxidative Mechanism in Yeast through the Activation of the Transcription Factor Mac1
**Source:** PLoS One. 2014 Nov 25;9(11):e113788. doi: 10.1371/journal.pone.0113788
**Supplement:** Table S1 — Primers used in this study.

**Table S1.** Primers used in this study

| Name | Sequence (5’-3’) | Description |
| --- | --- | --- |
| CTR1-RT01-F | GGTAACTGCCAATGTGGTAGACAT | RT qPCR, ChIP analysis |
| CTR1-RT01-R | ATCGGCAACAGCAATTGGAT | RT qPCR, ChIP analysis |
| CTR3-RT01-F | CATTGCCAGATCTTGGAGAAATG | RT qPCR |
| CTR3-RT01-R | ACAGCCGATGCAAGAACCA | RT qPCR |
| FRE1-RT01-F | CCACATATCGCTAAGCTAAAAAGAAA | RT qPCR, ChIP analysis |
| FRE1-RT01-R | GCCGCAACACCCAAACC | RT qPCR, ChIP analysis |
| FRE7-RT01-F | TGCTGACATCCACTCCGAACT | RT qPCR |
| FRE7-RT01-R | GTGTCGCTGCCTGCGATT | RT qPCR |
| IRC7-RT01-F | GGCTCGGAAATCGAGATGAG | RT qPCR |
| IRC7-RT01-R | TCCGGGACAATCTTCAAAGG | RT qPCR |
| REE1-RT01-F | CGGAAATGCTCGCGATTT | RT qPCR |
| REE1-RT01-R | GAATCCTCAAAACGCCCTTTT | RT qPCR |
| YHB1-RT01-F | TCAAAAGGTTGGCGCACAA | RT qPCR |
| YHB1-RT01-R | CTTAGCCGCTGCCAAAACA | RT qPCR |

How the deposited data were processed for this re-analysis (not part of the article)

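RNA of yeast cells was measured on 4 one-colour Agilent microarrays of the same slide, 1 for each of DMSO and 10, 30 and 60 min with SNAP at 100 µM. The authors deposited the intensity of each spot as given by Agilent's Feature Extraction software, which subtracts the background, corrects trends across the array and gives spots near background a surrogate value. They also deposited a table of log2 values, which is the mean log2 intensity over the spots of a probe minus the median of the array, as a comparison with the spot values showed: the median absolute difference, after removing a constant per array, was 0.002 for the DMSO array and 0.003 for each of the others.

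From the spot intensities, log2 values were computed relative to the 75th percentile of the spots of each array that are not controls. Spots marked as outliers by the software (545 on the DMSO array, 571 at 10 min, 616 at 30 min and 664 at 60 min) were left out, the other spots of a probe were averaged, and the probes of a gene were averaged for the 27 genes with several probes. The log2 ratio of each SNAP array to the DMSO array was then taken. A gene was counted when its change was at least 2-fold and most of its spots were well above background on the brighter array. The lowest processed intensity well above background was 15.3 on the DMSO array, 19.7 at 10 min, 15.4 at 30 min and 8.54 at 60 min. Of the 6228 genes, 5740 matched a locus tag in the RefSeq gene table of the yeast reference assembly and took its symbol, and the other 488 kept the name in the files. Coordinates are those of the array's own annotation.

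With 1 array per condition, there are no replicates, no p-value was computed, and the SD between spots covers the measurement within an array only. A gene list was described by the percentile of its median among 10000 random lists of the same size, matched on mean signal in 10 bins. The lists were 12 lists written from the paper and from general knowledge, together with ribosomal protein and ribosome biogenesis genes by symbol, all fixed before the data were examined. Lists of hypoxic and glucose-repressed genes were chosen after the genes that fell most had been seen, and a list of the Mac1-regulated genes without CTR1, FRE1 and FRE7 after the values were seen. The 131 ribosomal protein genes had medians of 0.03, 0.18 and 0.17 at 10, 30 and 60 min. The genes named in the text were taken from the genes the paper names, the 5 genes with the largest rise and the 5 with the largest fall at each time among genes well above background on both arrays that changed at least 2-fold with the same sign in the upper and lower rows, and members of lists that are reported. Not every gene of these groups is named.

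The steps were tested on simulated data: spots were drawn for the comparison of 10 min with DMSO, over 6228 genes, from the measured means and SDs between spots, with 200 genes changed by 1.5 on the log2 scale. All 200 were counted as at least 2-fold changed, and 2 unchanged genes were counted too. The simulation covers the spread of spots only and not that between cultures.

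Alternatives set before the data were examined were another background correction (normexp, with 50 added to the corrected signals) and other normalizations (median, quantile). Also set beforehand were the authors' deposited table, other filters on dim probes, outlier spots kept, and spots of the upper or of the lower rows alone. The median over probes and other fold thresholds were set beforehand too. Normexp did not draw all ratios of dim genes towards 0. In the dimmest of 10 equal bins of signal, the median log2 ratio went from -0.08 to -0.11 at 10 min. It went from -0.07 to -0.09 at 30 min, and from -0.08 to 1.52 at 60 min in a fit pulled by 6 spots. Alternatives added after the data were seen were values relative to ACT1, normexp fitted without spots far below their local background, and words of the metal transport rule taken as parts of longer words. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. The MIPS classification was not used here.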

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

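The test on the 10 to 60 min rise and the tests of a signal-dependent shift on the gene lists were chosen after the values were seen, and the test of the rows before. Genes and times that the paper does not discuss showed signals above those of the DMSO array. At 60 min, a time the paper does not report, the log2 ratio to DMSO was 2.49 for CTR1, 2.71 for FRE1 and 4.22 for FRE7 (3.59 with normexp). A low reading on the DMSO array alone would leave the SNAP arrays equal to each other. The smallest log2 ratio of the 60 min to the 10 min array among the 3 genes was 1.45, so a low control is not the only source. That ratio leaves out the DMSO array, so a low control may still have raised the ratios to DMSO, including those at 10 min. Uneven hybridisation would show the rise in only part of the rows, and the smallest ratio at 10 min in the upper or lower rows was 0.98. An effect of exposure time stays open as a biological explanation, untested because 1 culture was measured per time and the control has no stated time.

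The largest rise of a gene the paper does not discuss was that of GPX2 at 10 min (2.10) and at 30 min (2.86), and that of OYE3 at 60 min (2.60). Both belong to the list of 15 Yap1 oxidative stress genes, whose median was 0.57 at 10 min, 0.94 at 30 min and 0.85 at 60 min. A shift of bright probes would move random lists of like signal as much, but 0 of 10000 such random lists had a median as high at 10 min. Of the 15 genes, 12 rose at each time, while OYE2, FLR1 and CCP1 fell. These genes may respond to SNAP or to thiol oxidation caused by it. This is a hypothesis, found and tested on the same arrays, and a difference between single cultures stays open.

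YHB1, which encodes the NO-detoxifying flavohemoglobin, had a log2 ratio of 2.22 at 60 min. The list of 6 genes of Fzf1 and nitric oxide detoxification had a median of 0.25 at 10 min, 0.89 at 30 min and 1.52 at 60 min, and at 60 min 5 of the 6 were at least 2-fold higher. YOR387C was lower at each time in the main setting. With normexp all 6 genes were at least 2-fold higher at 60 min, the lowest at 1.53, in a fit pulled by 6 spots. In the fit without those spots, chosen after the values were seen, 5 genes rose at 60 min and the lowest was -0.12. With normexp the median at 30 min was 0.73. A signal-dependent shift of probes would move random lists of like signal as much, but at most 3 of 10000 such lists were as high at any time (3 at 10 min, 0 at 30 and 60 min). An effect of SNAP and a difference between single cultures stay open, untested because each time has 1 array.

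The 22 sulfur amino acid genes had a median of 0.28 at 10 min, with 19 of them higher and 0 of 10000 random lists as high, and medians of -0.02 at 30 min and 0.04 at 60 min. The 53 ribosome biogenesis genes moved in opposite directions, with medians of -0.13 at 10 min, 0.15 at 30 min and -0.11 at 60 min. A signal-dependent shift of probes would move random lists of like signal as far the same way. For the sulfur amino acid genes none of them did, and for the ribosome biogenesis genes 0 of 10000 did at 10 and 30 min and 7 at 60 min (314 at 60 min with normexp, and 7 in the fit without the 6 spots that pull it, chosen after the values were seen). The difference between times was not tested, since each time has 1 array, so an effect of exposure time and a difference between single cultures stay open for both lists.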

How the results depend on the processing

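The normexp correction fitted without the spots far below their background, the ratios relative to ACT1 and the matching of parts of words were chosen after the values were seen. Of the 1585 values recomputed under alternatives set beforehand, 1531 moved by less than the spread between spots (or, for counts, by at most 1.5 times). A further 53 moved more, and 1 is counted as reversed. Other filters on dim probes and the median over probes leave the log2 ratio of a gene with 1 probe unchanged by construction. Such values are among the 1531 and are no check of these ratios. Reversals were limited to genes past 2-fold and to lists whose median exceeded the spread between spots. Without that limit, 61 values changed sign, and 4 of the 61 had a value in the main setting larger than the spread: FRE2 at 60 min (-0.21, and 0.20 with normexp), YNL194C at 10 min (-0.34, and 0.03 with the authors' table and with outlier spots kept) and the glucose-repressed genes at 60 min. CTR1, FRE1 and FRE7 were higher at 10 min under every alternative run.

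With normexp, 466 genes were at least 2-fold higher at 60 min and 6 lower, against 24 and 14 in the main setting, and 0 genes were lower at 10 min. The median log2 ratio of all genes at 60 min moved by 0.11. Of the 466 genes, 436 were in the dimmest of 10 equal bins of signal. On the 60 min array 6 of 45209 spots had a local background more than 50 above their signal, the fitted background mean was -181.1, and leaving these spots out gave -0.15, with 20 genes higher and 9 lower at 60 min, and 0 lower at 10 min. With normexp, FRE7 at 10 min was 1.14 (and 1.14 without those spots), FRE7 at 30 min 2.31 and at 60 min 3.59 (3.48 without those spots), the iron regulon at 60 min -0.034 (-0.22 without those spots), the Fzf1 list at 30 min 0.73 (0.73 without those spots), and the glucose-repressed genes at 60 min changed sign to 0.074 (-0.21 without those spots). At 60 min the alpha-specific genes went from -0.09 to 0.885 (-0.039 without those spots) and the auxotrophic markers from -0.10 to 0.378 (-0.083 without those spots), the markers by less than their spread. With normexp, 3 a-specific genes were brighter than the 75th percentile on all arrays, against 4.

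Spots of the upper rows gave 20 genes higher at 10 min. Spots of the lower rows gave 14 higher at 10 min and 24 lower at 60 min, and 2 metal ion transport genes at least 2-fold higher at 10 min; fewer spots widen the error. Requiring signals well above background on both arrays left 1 lower gene at 10 min. At 1.5-fold, 40, 75 and 80 genes were higher and 16, 94 and 107 lower at 10, 30 and 60 min, and 4 metal ion transport genes were higher at 10 min. At 3-fold, 1, 6 and 9 were higher and 0, 1 and 2 lower. Relative to ACT1, the log2 ratios at 10 min were 0.70 for CTR1, 0.77 for FRE1 and 1.21 for FRE7; the SD between spots of the ACT1 ratio was 0.64. The correlation of 10 and 60 min was 0.70 over genes well above background on all arrays. The cause was not tested where none is given.

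No paired analysis was possible because each condition has 1 array. The slide as a block was not run, since all arrays share it. Signal over background limits the dimmest genes most: the median SD between spots of probes not well above background was 0.42 on the DMSO array, against 0.12 for the others.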

Differences from the paper's values

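The paper's values are fold changes by RT qPCR relative to ACT1, read by eye from Fig. 1, with SDs of 3 experiments shown there. The text does not state the time with SNAP for that figure, so the arrays are set beside it at 10, 30 and 60 min, as a fold change to DMSO from 1 array per time. At 10 min, the values of CTR1 (2.07), FRE1 (2.17), CTR3 (0.96), REE1 (1.21) and IRC7 (1.095) were not called different from the paper's, and at 30 min neither were those of CTR3 (1.25), REE1 (1.38) and IRC7 (1.42). The others are given below.

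For CTR1, the paper's value is about 2.0 in Fig. 1, read by eye, and the arrays gave 3.53 at 30 min and 5.64 at 60 min. For FRE1 it is about 2.5 in Fig. 1, read by eye, and the arrays gave 4.43 at 30 min and 6.56 at 60 min. For FRE7 it is about 1.5 in Fig. 1, read by eye, and the arrays gave 2.94 at 10 min, 7.68 at 30 min and 18.7 at 60 min. For CTR3 it is about 0.89 in Fig. 1, read by eye, and the array at 60 min gave 1.65. For REE1 it is about 1.2 in Fig. 1, read by eye, and the array at 60 min gave 2.28. For IRC7 it is about 1.1 in Fig. 1, read by eye, and the array at 60 min gave 1.68.

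The 10 alternatives set before the data were examined left these differences in place, with the following exceptions. Normexp brought FRE7 at 10 min to 2.20. Normexp and the spots of the lower rows alone each brought IRC7 at 60 min within 1.5 times the paper's value. Other filters on dim probes and the median over probes cannot change the value of a gene with 1 probe, so they are no check here. The 50 that normexp adds to each signal by itself shrinks a large rise of a dim probe, such as that of FRE7. The 2.20 at 10 min therefore does not show that background is the source of that difference. With normexp, FRE7 was 4.97 at 30 min and 12.1 at 60 min, lower than in the main setting and still apart from the paper's value. Normexp without spots far below their background, chosen after seeing the values, also brought FRE7 at 10 min to 2.20 and IRC7 at 60 min within 1.5 times, and gave 11.1 for FRE7 at 60 min. Values relative to ACT1, chosen after seeing the values, left the differences of CTR1, FRE1 and FRE7 and brought IRC7 at 60 min within that range.

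The paper states that some Mac1-regulated genes are not induced in response to NO. On the arrays REE1 had a log2 ratio of 1.19 at 60 min, IRC7 0.75 and CTR3 0.72, while at 10 min they had 0.28, 0.13 and -0.06. The paper states that the category of heavy metal ion transport stood out. In the set taken here from gene descriptions, the number of genes at least 2-fold higher at 10 min stood out. The median log2 ratio, 0.02, did not. The paper's P value is for a category among the increased genes. The median over a set is another measure, so it shows no difference from the paper.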

Other observations

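The tests on hypoxic genes, on glucose-repressed genes and on the shared control were chosen before their results were seen, and the others after. The requirements that a list test also hold with normexp, that the test of FRE7 exceed the spread of spots, and that every a-specific gene be brighter than every alpha-specific gene, were added after the results were seen.

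The iron regulon was asked whether the rise of the copper transport genes is part of a shared iron response. Its median at 60 min was -0.23, below all 10000 random lists, and not a rise, so a shared rise with the iron regulon is not what these arrays show. With normexp the median was -0.03, below 9932 of 10000 random lists, and in the fit without the 6 spots, chosen after seeing the data, it was -0.22, below all of them.

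ANB1 and AAC3 fell at every time, ANB1 by 0.77, 1.42 and 1.79 on the log2 scale. The ANB1 probe lies outside the gene in the array's annotation. A hypothesis of lower expression of hypoxic genes as a set was tested on a list of 7 other genes, ROX1 among them. The median of the list at 60 min was -0.42, with 1 of 10000 random lists as low. At 10 min it was -0.08. At 30 min it was -0.45, with 0 as low. ROX1 rose, at 0.66, 0.31 and 0.30 at 10, 30 and 60 min, and the other 6 were lower at 60 min. ROX1 represses hypoxic genes and is not one itself, so its rise is no exception to a fall of such genes. Aeration may have differed between the single cultures, which was not tested.

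ADY2, HXT2 and RGI2 fell at 30 and 60 min. ADY2 and HXT2 were already lower at 10 min, at -1.04 and -0.51. RGI2 was chosen after its values were seen. Whether DMSO cells were nearer to glucose exhaustion was tested on 11 other glucose-repressed genes. Their median was 0.01 at 10 min, above 75.04% of random lists, although that array is set against the same control. It was -0.33 at 30 min, with 3 of 10000 random lists as low, and -0.26 at 60 min, with 62 as low. With normexp it was -0.32 at 30 min, with 3 as low, and 0.07 at 60 min, below most random lists, whose median was 0.20 (percentile 8.52); that fit is pulled by 6 spots, and without them the median was -0.21, with 117 as low. A fall at 30 and 60 min is thus seen, but with 1 culture per time and no stated time of the control, a state of the DMSO cells cannot be told apart from an effect of SNAP, and the question stays open. Msn2 and Msn4 general stress genes had medians of 0.02, -0.47 and -0.20 at 10, 30 and 60 min, and Hsf1 heat shock genes 0.03, -0.20 and -0.01.

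Across 6228 genes, which are not independent replicates, the log2 ratios of 10 and 30 min correlated at r = 0.62, of 10 and 60 min at 0.63, and of 30 and 60 min at 0.82. Unchanged arrays that share the DMSO array, simulated from the spread of spots, gave 0.68, 0.63 and 0.61. Differences that share no array (10 min minus DMSO, 60 min minus 30 min) correlated at 0.081, against 0.0069 in the simulation. This pair can show only a change still growing between 30 and 60 min: a change that is made by 10 min and lasts cancels in it, as an effect of the shared control does, so it does not tell these apart and the source of the similarity stays open.

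Genes that mark the mating type were read on each array. Of 6 a-specific genes, 4 (MFA2, STE2, STE6 and BAR1) were brighter than the 75th percentile on all arrays, and the highest log2 signal of an alpha-specific gene relative to it was -2.69, for SAG1. The a-specific gene AGA2 lay between -4.50 and -4.21, dimmer than the alpha-specific genes SAG1 (-2.90 to -2.69) and STE3 (-4.12 to -4.03). Probes differ in brightness for the same amount of RNA, so 1 dim or bright probe decides little. As a set, the values argue against cells of mating type alpha. MFA1, at -1.38 or higher, and the 4 brighter a-specific genes lay above every alpha-specific gene on all arrays. Only AGA2 went the other way. The values do not identify the strain, which stays open. The a-specific genes had a median log2 ratio to DMSO of 0.05 at 10 min, the alpha-specific genes -0.14. Of 4 auxotrophic markers of BY4741, whose median log2 ratio was -0.01, HIS3 lay between -6.06 and -5.65 on the 4 arrays, and LEU2 (3.95 to 4.55), MET17 (4.11 to 4.70) and URA3 (3.89 to 4.03) were among the brighter probes. The methods name plasmids carrying LEU2, and URA3 with CgHIS3 and MET15, for complementing auxotrophies. MET15 is listed here as MET17. Bright LEU2, MET17 and URA3 beside a dim HIS3 are what such plasmids in BY4741 would give. Whether the cells of the arrays carried them is not stated, and this was not tested.

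The fold change of FRE7 at 10 min was larger than in Fig. 1. Normalization to ACT1, as in the RT qPCR, gives a fold change of 2.31 at 10 min, which lies within the spread of spots of the limit of 1.5 times the value of Fig. 1, so whether the reference gene is the source of the difference cannot be told apart from the spread of spots. Of the genes the paper discusses for other experiments, SOD1 had log2 ratios of 0.39, 0.64 and 0.73 at 10, 30 and 60 min, CCS1 of 0.28, 0.32 and 0.26, SOD2 of 0.53, 0.60 and 0.69, and ACT1 of 0.35, 0.24 and 0.30 with an SD between spots of 0.64 at 10 min. INO1 rose late, from 0.14 at 10 min to 2.54 at 60 min, and no explanation was tested for it. In the array's annotation, the probes of SOD1 and INO1 lie outside the gene, and the probe of SOD2 reaches 2 bases past it.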
